A study of Homo sapiens with 9 samples. Its data were reported in "m6A demethylase ALKBH5 promotes tumor cell proliferation by destabilizing IGF2BPs target genes and worsens the prognosis of patients with non-small-cell lung cancer" (2022).

How the data were processed

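RNA from PC9 cells was measured on human Clariom S arrays, 3 arrays each for siALKBH5#1, siALKBH5#3 and siControl, collected 96 h after transfection at 15 nM. The groups and replicate numbers were taken from the sample titles in the labels. The deposited values are intensities on a linear scale, 1 per transcript cluster and array, which the authors made with RMA, a method that corrects background, normalizes between arrays and summarises the probes of each cluster. The submitters' processing notes name RMA in Affymetrix Expression Console and the hg38 build, whereas the methods of the study name an analysis tool of the company that ran the arrays for the normalization, so the step that produced the final scale is not settled. RMA forces the arrays towards a common distribution, so that a change of total RNA per cell would not be visible, and it compresses the folds of dim clusters. Replicates were not pooled by the authors.

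The table held 24351 entries, of which 2903 control probe sets were left out and 21448 transcript clusters were tested, with no filter on dim clusters. The log2 of each intensity was taken with no pseudocount, since all values were above 0, and no further normalization was applied. The array annotation gave 17709 clusters exactly 1 gene symbol, 0 several and 3739 none. All 17709 were found in RefSeq (GRCh38.p14) by Entrez ID, which gave the current symbols and the gene coordinates printed, and they stood for 17687 genes, 20 of which had more than 1 cluster. No detection calls were used, so a dim signal is reported as a percentile among the clusters of an array. For arrays, their number limits the precision: the standard errors rest on 6 residual degrees of freedom with 5.79 prior degrees of freedom.

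Clusters were tested with limma 3.58.1 in R 4.3.3. One linear model with a mean for each of the 3 groups was fitted to all 9 arrays with lmFit, and moderated two-sided tests were made with eBayes for siALKBH5#1 against siControl, siALKBH5#3 against siControl and siALKBH5#3 against siALKBH5#1. P-values were adjusted over all clusters by the Benjamini-Hochberg procedure, and a cluster was called at an adjusted p under 0.05. Folds are ratios of the geometric means of intensities, with 95% confidence intervals from the same model. Shared clusters were those called in both siRNA comparisons with the same sign. The overlap was set beside the overlap of independent lists and beside 100 simulated data sets of unchanged groups that shared the 3 controls. In every called change of a named gene, the arrays of one group all lay above those of the other, which chance gives for 10% of unchanged clusters with 3 arrays against 3.

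Gene lists were tested with camera in limma at a preset correlation of 0.01, adjusted over the 27 lists within each comparison (over the 8 lists alone for those added later), with an estimated correlation and with fry as alternatives. Each gene was represented by its cluster of highest mean intensity, and a list needed at least 5 measured members. The lists were m6A writers, m6A readers and other erasers, the genes the study selected on these samples, p53 targets, G1/S and DNA replication, G2/M and mitosis, G1 cyclins with CDK inhibitors and pocket proteins, ribosome biogenesis, amino acid response, endoplasmic reticulum chaperones, hypoxia and glycolysis, NF-kB targets and inflammatory cytokines, type I interferon response, mesenchymal, epithelial, squamous and keratinocyte differentiation, alveolar and airway lineage, apoptosis inducers, apoptosis inhibitors, cholesterol synthesis, oxidative stress response, ERK pathway feedback and targets, cytosolic ribosomal proteins, reference genes, and immune cell, fibroblast and endothelial markers. Their members, the tests, the groups and the alternatives were fixed before the data were examined, but after the paper and its supplementary tables had been read, in which some members appear, so the lists that hold those members are not independent of these samples. Of the lists that passed camera with the preset correlation, 2 of 8 with siALKBH5#1, 6 of 7 with siALKBH5#3 and 3 of 10 between the siRNAs also passed with an estimated correlation.

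The genes that could be named, not all of which are printed, were set by a rule. It took ALKBH5, every member of the m6A lists and of the list the study selected, the 10 highest and 10 lowest shared genes ranked by the smaller of both changes, the 6 highest and 6 lowest changes in each comparison, and up to 4 members of every other list in each comparison by size of change, or the 2 brightest members where fewer than 2 passed. Only clusters with 1 symbol could be named.

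The procedure was checked on simulated data with 21448 clusters and 20 runs. For siALKBH5#1, 200 clusters were changed, 50 at each fold, against 1731 called in the data. The adjusted p depends on how many clusters change, so the shares recovered need not hold for these data. For siALKBH5#1 against siControl, limma recovered 38.1% of clusters changed 1.5-fold, 96.5% of those changed by a factor of 2, 99.8% at a factor of 3 and 100% at a factor of 4, and 5.11% of its calls were false. For siALKBH5#3 against siControl with nothing changed it made 0.05 calls per run, the methods' t-test passed 0.990% of clusters at its p threshold of 0.01, and camera passed 2.25% of unshifted lists over 17687 genes. The simulated genes varied independently of each other and their lists were random. The rate for camera therefore does not carry over to lists of correlated genes, such as the amino acid response list with an estimated correlation of 0.138.

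The alternatives were each array centred on its median, quantile normalization applied once more, clusters below the 30th percentile of mean level left out, an intensity trend and robust prior in eBayes, the methods' t-test at a fold above 1.5 or below 0.67 and a p under 0.01, the same test by a Benjamini-Hochberg adjusted p under 0.05 with no fold limit, a fold above 1.5 added to the adjusted p, the replicate number as a block, each array left out in turn, and only the 6 arrays of the groups compared. For the lists they also included the mean over the clusters of a gene. Sequences of the siRNAs and of the transcripts were not used here, so matches between an siRNA seed and a transcript were not analysed here, and neither were the m6A arrays of the same study.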

Results

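Gene expression was profiled in PC9 cells, a human lung adenocarcinoma line that carries an activating EGFR deletion, 96 h after transfection with siRNA at 15 nM. The 9 arrays fell into 3 groups of 3: siALKBH5#1 and siALKBH5#3, siRNAs of different sequence against ALKBH5, and siControl, the negative control that the study calls siNC. ALKBH5 is a demethylase that removes the methyl mark of N6-methyladenosine (m6A) from RNA. Each array gave an RMA intensity for 21448 transcript clusters, the probe groups that stand for a gene on this platform. The median intensity lay between 102.67 and 105.175 on the 9 arrays. Pearson's r of log2 values across clusters was 0.994 to 0.997 within groups and 0.988 to 0.993 between groups. The labels call the 3 samples of a group biological replicates without saying how the cultures were separated, so p-values measure only the spread between these samples.

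ALKBH5 itself was examined before any other gene. The ALKBH5 cluster (TC1700007102.hg.1; GRCh38 chromosome 17, 18183828 to 18209954) had an intensity of 2828 ± 474 in siControl (SD, n = 3), 107 ± 9.02 in siALKBH5#1 and 40.5 ± 14.3 in siALKBH5#3. The remaining signal was 3.79% ± 0.319 of the siControl mean with siALKBH5#1 and 1.43% ± 0.505 with siALKBH5#3 (SD, n = 3). ALKBH5 fell 26.2-fold with siALKBH5#1 (95% confidence interval 19.0 to 36.1, adjusted p = 6.49e-07) and 71.8-fold with siALKBH5#3 (52.1 to 99.0, adjusted p = 4.23e-08) by limma. It was 2.74-fold lower with siALKBH5#3 than with siALKBH5#1 (interval 1.99 to 3.78, adjusted p = 0.000487). The ALKBH5 signal stood at the 85.2nd to 88.2nd percentile of the clusters on the siControl arrays, at the 49.1st to 50.8th on the siALKBH5#1 arrays and at the 31st to 42.1st on the siALKBH5#3 arrays, so the folds were set against dim values.

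**Figure D1:**
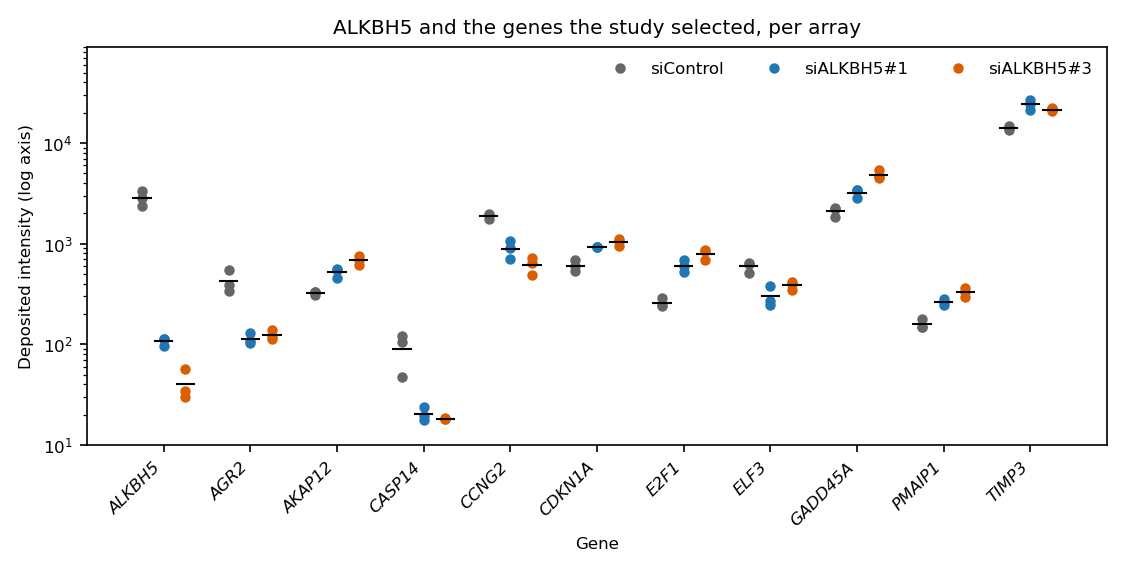
Deposited intensity on a log axis for ALKBH5 and the 10 genes that the study selected, with a point for each array and a line at the mean of each group of 3. All 6 knockdown arrays lie below the siControl arrays for ALKBH5 (96.7 to 113 with siALKBH5#1 and 30.04 to 56.8 with siALKBH5#3, against 2361 to 3308), and for each of the other 10 genes the siRNA arrays lie on one side of the siControl arrays.

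To find the transcripts that moved after ALKBH5 depletion with the siALKBH5#1 sequence, its arrays were compared with siControl. COL8A1, a short-chain collagen, rose 10.07-fold (95% confidence interval 7.37 to 13.8, n = 3 arrays in each group), and MFAP5, a glycoprotein of extracellular microfibrils, rose 8.17-fold (6.37 to 10.5). SCG2, a secretogranin, rose 7.20-fold (5.21 to 9.97) from a siControl signal at only the 20.9th percentile. F2RL2, a protease-activated receptor, rose 6.84-fold (4.64 to 10.09). GNG4, a G protein gamma subunit, and PI3, the elastase inhibitor elafin, rose 5.89-fold and 5.84-fold. The lowest values apart from ALKBH5 were those of VTCN1, an immune checkpoint ligand of the B7 family, which was 7.93-fold lower (5.82 to 10.8), DDAH1, which degrades methylated arginines, 5.89-fold lower (4.94 to 7.02), and the protease inhibitor TFPI2, 5.26-fold lower. FNDC3A and PRKCH, a protein kinase C isoform, were 4.96-fold and 4.95-fold lower. By limma, 1731 of the 21448 clusters (8.07%) passed an adjusted p of 0.05, 967 of them higher and 764 lower. Of these, 1170 (646 higher, 524 lower) also changed more than 1.5-fold. The count was 1138, 1037 and 1051 without siALKBH5#1 replicate 1, 2 and 3, and 2604 with an intensity trend and robust prior.

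Among the gene lists that passed camera with siALKBH5#1, the targets of ATF4, the transcription factor of the amino acid response, had the highest median. Of 39 measured members 18 rose, 2 fell and 19 did not pass (27 passed when adjusted over the list alone, 24 up and 3 down), with a median log2 fold change of 0.48. Asparagine synthetase ASNS rose by 1.63 ± 0.14 (log2 ± SE, n = 3), the glutathione-degrading enzyme CHAC1 by 1.54 ± 0.13, the proline synthesis enzyme PYCR1 by 1.02 ± 0.15 and mitochondrial PEP carboxykinase PCK2 by 0.98 ± 0.15. The camera test gave an adjusted p of 3.83e-10, and adjusted p = 0.113 with an estimated correlation. Of 43 genes of G1/S and DNA replication, a list of E2F targets, 7 rose and none fell (11 rose when adjusted over the list alone, median 0.30, adjusted p = 7.12e-08, and 0.0422 with an estimated correlation). These included cyclin E1 CCNE1 (1.42 ± 0.13) and E2F1 (1.22 ± 0.14). Ribosome biogenesis genes known as MYC targets had a median of 0.26 over 31 members (adjusted p = 0.000185, and adjusted p = 0.113 with an estimated correlation). Of these, 2 rose, none fell and 29 did not pass (3 passed when adjusted over the list alone), and the nucleolar protein NOP16 rose by 0.65 ± 0.10.

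ERK pathway feedback genes and targets also rose with siALKBH5#1. In that list 6 of 18 members rose and none fell (11 passed when adjusted over the list alone, 10 up and 1 down). The median was 0.39, and camera gave an adjusted p of 1.2e-05 but adjusted p = 0.113 with an estimated correlation. The feedback regulator SPRY4 rose by 1.06 ± 0.13, the ERK phosphatase DUSP6 by 0.93 ± 0.15, the AP-1 subunit FOSL1 by 0.75 ± 0.14 and DUSP5 by 0.67 ± 0.11 (log2 ± SE, n = 3). Of 20 oxidative stress response genes, targets of NRF2, 5 rose and none fell (10 when adjusted over the list alone, median 0.31, adjusted p = 0.000338, and adjusted p = 0.128 with an estimated correlation). They included SRXN1 (1.16 ± 0.12), OSGIN1 (0.94 ± 0.14) and the aldo-keto reductase AKR1B10 (0.81 ± 0.14). Epithelial genes went down, with 6 of 27 lower and none higher (12 passed when adjusted over the list alone, 1 up and 11 down; median -0.26, adjusted p = 0.00015, and 0.0422 with an estimated correlation). MUC1, a mucin of the apical membrane, had a log2 fold change of -1.32 ± 0.21 and ELF3, an epithelial transcription factor, of -1.01 ± 0.17.

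Interferon response genes and endothelial markers were also lower with siALKBH5#1, with higher adjusted p than the epithelial list. Of 33 type I interferon response genes 4 fell, 1 rose and 28 did not pass (7 passed when adjusted over the list alone, 2 up and 5 down). The median was -0.15 and the adjusted p was 0.018, which became adjusted p = 0.146 with an estimated correlation and 0.0611 without siControl replicate 1. IFIT2 (-0.84 ± 0.17), PARP9 (-0.76 ± 0.15), HERC6 (-0.75 ± 0.13) and IFITM1 (-0.72 ± 0.14) were the members that fell. Of 10 endothelial markers 2 fell and 8 did not pass (2 when adjusted over the list alone, median -0.25, adjusted p = 0.0294, and adjusted p = 0.13 with an estimated correlation). Without siALKBH5#1 replicate 1 or siControl replicate 1 that list no longer passed (adjusted p = 0.0512 to 0.14). The list served as a control for another cell type. Its members PECAM1 (-0.88 ± 0.15) and CDH5 (-0.97 ± 0.20) were dim in siControl, at the 55th and 44th percentile.

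The siALKBH5#3 arrays were compared with siControl in the same way. SEMA7A, a membrane-anchored semaphorin, rose 12.7-fold (95% confidence interval 8.89 to 18.1, n = 3 arrays in each group), MFAP5 rose 11.7-fold (9.12 to 15.01), fibronectin FN1 10.06-fold (7.18 to 14.1) and OLR1, a receptor for oxidised lipoprotein, 10.04-fold (8.38 to 12.02). The prostaglandin synthase PTGS2 rose 7.22-fold (5.70 to 9.15) and the GABA receptor subunit GABBR2 6.25-fold. TMT1A, a methyltransferase of the endoplasmic reticulum, was 19.9-fold lower (14.3 to 27.7), from an intensity of 1623 ± 236 in siControl to 84.8 ± 32.5. The tetratricopeptide protein TMTC3 was 5.92-fold lower (4.55 to 7.69), the transporter SLCO4C1 4.78-fold lower, and INSIG1, which retains the SREBP escort protein in the endoplasmic reticulum, 4.48-fold lower (3.65 to 5.49). By limma, 3381 clusters (15.8%) passed, 1870 higher and 1511 lower, of which 2099 (1198 higher, 901 lower) also changed more than 1.5-fold.

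Cholesterol synthesis genes, targets of SREBP2, gave the lowest list median with siALKBH5#3. Of 21 members 17 fell, none rose and 4 did not pass (19 fell when adjusted over the list alone). The median log2 fold change was -1.19, and camera gave an adjusted p of 2.28e-20 (0.00439 with an estimated correlation). Besides INSIG1 (-2.16 ± 0.13, log2 ± SE, n = 3), the list included HSD17B7 (-1.99 ± 0.14), ACAT2 (-1.46 ± 0.12), MVD (-1.45 ± 0.14) and DHCR7, which makes the final step to cholesterol (-1.07 ± 0.11). With siALKBH5#1 the same list had a median of 0.17 (camera adjusted p = 0.104), and INSIG1 stood at -0.08 ± 0.13. There limma called 0 of the 21 over all clusters and 0 when adjusted over the list alone, 5 at an unadjusted p of 0.05, all 5 higher, and 3 with an intensity trend and robust prior, and the methods' t-test called 0. By fry the list did pass with siALKBH5#1, upward (adjusted p = 0.0154), with 15 of 21 members above 0. NRF2 targets fell with siALKBH5#3 as well, with 13 of 20 lower and none higher (16 when adjusted over the list alone, median -0.58, adjusted p = 4.9e-10, and 0.0283 with an estimated correlation). Among them were AKR1B10 (-1.74 ± 0.14), the drug efflux pumps ABCC3 (-1.45 ± 0.17) and ABCC2 (-1.28 ± 0.12), and AKR1C1 (-1.40 ± 0.13).

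ATF4 targets rose with siALKBH5#3, with 27 of 39 higher, 1 lower and 11 not passing (32 passed when adjusted over the list alone, 30 up and 2 down; median 0.85, adjusted p = 8.75e-17, and 0.0446 with an estimated correlation). NUPR1, a stress-induced nuclear protein, rose by 2.45 ± 0.13 (log2 ± SE, n = 3), CHAC1 by 2.25 ± 0.13, ASNS by 2.03 ± 0.14 and PYCR1 by 1.86 ± 0.15. The single member that fell was SLC7A11, the cystine transporter, which is also an NRF2 target (-1.02 ± 0.12). Mesenchymal genes were higher, with 14 of 26 up, 1 down and 11 not passing (16 passed when adjusted over the list alone, 15 up and 1 down; median 0.50, adjusted p = 8.19e-10, and 0.00705 with an estimated correlation). After MFAP5 (3.55 ± 0.16) and FN1 (3.33 ± 0.22) came the collagen COL5A1 (1.49 ± 0.16) and vimentin VIM (1.46 ± 0.12). Of 31 ribosome biogenesis genes 12 rose, 2 fell and 17 did not pass (18 passed when adjusted over the list alone, 16 up and 2 down; median 0.36, adjusted p = 1.64e-05, and 0.0483 with an estimated correlation). PPRC1 (0.82 ± 0.12), NOP2 (0.81 ± 0.16) and NOP16 (0.80 ± 0.10) were the furthest up.

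G2/M and mitosis genes fell with siALKBH5#3, with 10 of 40 lower, none higher and 30 not passing (17 passed when adjusted over the list alone, 2 up and 15 down). Their median was -0.27 and camera gave an adjusted p of 0.000669, but adjusted p = 0.261 with an estimated correlation. PTTG1, the securin that inhibits separase, had a log2 fold change of -1.03 ± 0.14 (SE, n = 3), the spindle protein DLGAP5 of -0.86 ± 0.13 and the kinesin CENPE of -0.67 ± 0.12. The brightest members PLK1 (0.07 ± 0.10) and ANLN (-0.07 ± 0.11) did not pass. With siALKBH5#1 a single member of that list passed, GTSE1 (-0.85 ± 0.14), and the list did not (median -0.04, 1 passed when adjusted over the list alone, adjusted p = 0.496). Hypoxia and glycolysis genes, targets of HIF, were lower with siALKBH5#3 in 10 of 31 and higher in 3 (17 passed when adjusted over the list alone, 4 up and 13 down; median -0.22, adjusted p = 0.00531, and 0.0483 with an estimated correlation). ALDOC, a glycolytic aldolase, had a log2 fold change of -1.73 ± 0.11, NDRG1 of -1.40 ± 0.23 and the glucose transporter SLC2A3 of -0.95 ± 0.16. That list did not pass with siALKBH5#1 (4 up, 4 down, 10 passing when adjusted over the list alone, median -0.07, adjusted p = 0.496).

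**Figure D2:**
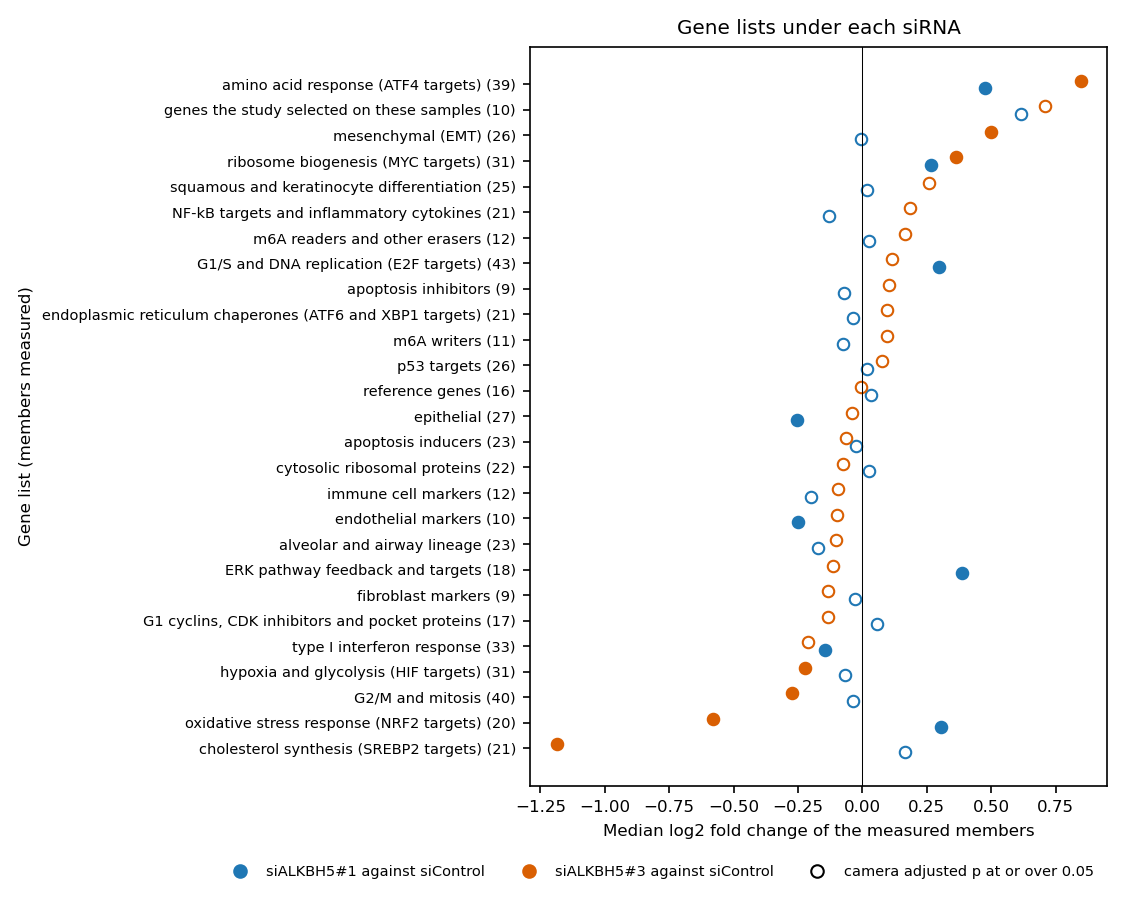
Median log2 fold change against siControl of each of the 27 gene lists, with the number of measured members in brackets, siALKBH5#1 in blue, siALKBH5#3 in orange, and open circles where the camera adjusted p was 0.05 or more. The cholesterol synthesis list lies at -1.19 with siALKBH5#3 and at 0.17 with siALKBH5#1, and the amino acid response list lies above 0 with both (0.48 and 0.85).

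The study used siRNAs of different sequence against the same transcript, so the clusters that moved the same way with both were counted. MFAP5 led the shared higher genes (log2 fold change 3.03 ± 0.16 with siALKBH5#1 and 3.55 ± 0.16 with siALKBH5#3, n = 3), followed by ASNS and CHAC1 with the values above. SERPINB7, a keratinocyte serpin (1.31 ± 0.16 and 1.70 ± 0.16), E2F1 (1.22 ± 0.14 and 1.62 ± 0.14), FAM43A (1.30 ± 0.18 and 1.20 ± 0.18), the chromatin architectural factor HMGA2 (1.74 ± 0.13 and 1.12 ± 0.13), the sulfhydryl oxidase QSOX2 (1.12 ± 0.15 and 1.43 ± 0.15) and OSBP2 (1.83 ± 0.13 and 1.02 ± 0.13) followed. Apart from ALKBH5 and from CASP14 and CCNG2, which the study selected, the lowest shared genes were TMT1A (-2.02 ± 0.22 and -4.31 ± 0.22), the secretory disulfide isomerase AGR2 (-1.89 ± 0.18 and -1.76 ± 0.18), the death receptor ligand TNFSF10 (-1.69 ± 0.15 and -2.08 ± 0.15), the aldehyde dehydrogenase ALDH3B2 (-1.58 ± 0.13 and -2.05 ± 0.13) and TP53INP1, a p53 target (-2.27 ± 0.22 and -1.32 ± 0.22). The transcriptional coactivator EYA1 (-1.18 ± 0.14 and -1.13 ± 0.14) and TRANK1 (-1.11 ± 0.20 and -1.25 ± 0.20) fell as well. SEMA7A was called with siALKBH5#1 too (1.04 ± 0.23, adjusted p = 0.0193), but not without siALKBH5#1 replicate 2 or 3 or siControl replicate 1 or 2 (adjusted p = 0.052 to 0.0783).

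In all, 491 clusters passed in both comparisons with the same sign, 301 higher and 190 lower, which is 28.4% of the siALKBH5#1 calls and 14.5% of the siALKBH5#3 calls. Independent lists of these lengths would share 84.3 higher and 53.8 lower. Another 228 clusters passed in opposite directions, 123 of them higher with siALKBH5#1 and lower with siALKBH5#3 (68.1 for independent lists) and 105 the other way (66.6). Of the 491 clusters, 242 (152 higher, 90 lower) changed more than 1.5-fold in both, and 387 did not differ between the siRNA groups by limma. Both comparisons used the same 3 siControl arrays, and 100 simulations of unchanged groups against shared controls gave a mean of 0.02 shared clusters (0 to 1). With nothing changed almost no cluster is called at all. That count therefore cannot show how far the shared controls add to the overlap of real changes. Pearson's r of the log2 fold changes across clusters, which are not independent replicates, was 0.258 (Spearman's rho 0.335) against a simulated 0.499 (0.480 to 0.511). Their covariance was 0.0331 against a simulated 0.0128 (0.0122 to 0.0133), a difference of 0.0203. The same sign was seen in 63.9% of clusters against 66.6% in the simulations (65.8 to 67.4). In the simulations no group changed, so the shared controls alone set r and the share of equal signs. Changes particular to each siRNA lower both and were absent there. The lower observed values therefore do not show that the siRNAs agreed less than unchanged groups. With 3 controls no split left at least 2 arrays on each side, so part of the excess of shared clusters may come from the shared controls. The count was 315, 309 and 275 without siALKBH5#1 replicate 1, 2 and 3, 298 without siALKBH5#3 replicate 2, and 767 with an intensity trend and robust prior.

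**Figure D3:**
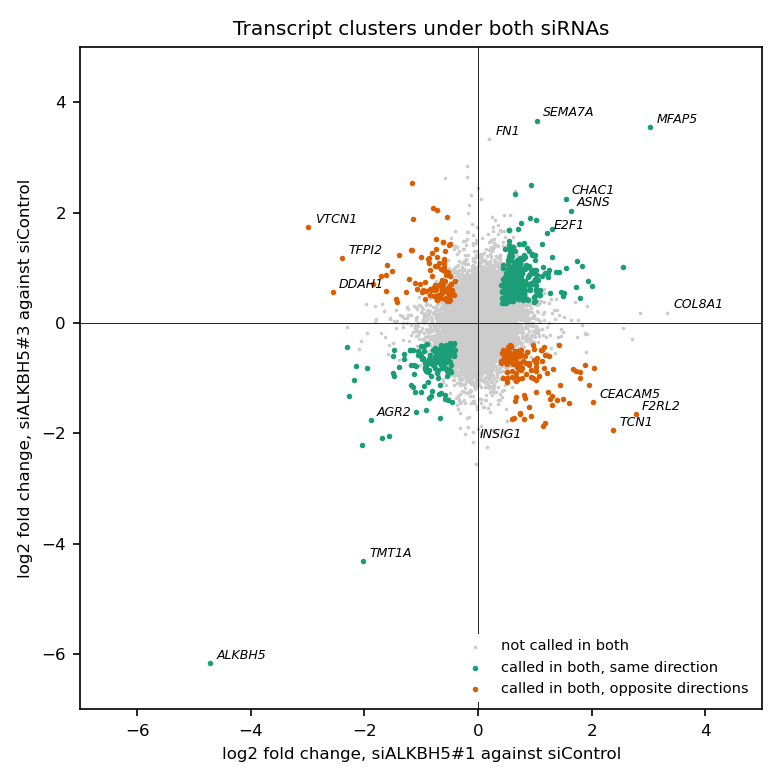
Log2 fold change against siControl with siALKBH5#1 (horizontal) and siALKBH5#3 (vertical) for 21448 transcript clusters, with a point for each cluster, green where it was called in both with the same sign and orange where it was called with opposite signs. The 491 green points include ALKBH5 (-4.71 and -6.17) and MFAP5 (3.03 and 3.55), and the 228 orange points include VTCN1 (-2.99 and 1.73) and F2RL2 (2.77 and -1.66).

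The study took 10 genes of proliferation and cell death from these arrays for follow-up, so their direction here is not independent evidence. By qPCR it reported a rise of E2F1, GADD45A, TIMP3 and CDKN1A and a fall of CASP14 and CCNG2. By western blot it reported more CDKN1A protein in PC9 cells and more TIMP3 protein in A549 cells, a line not profiled here. It did not name AKAP12, PMAIP1, AGR2 or ELF3 among the changes found by qPCR. Of the 10, 6 rose and 4 fell with both siRNAs, over all clusters and when adjusted over the list alone. CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21 (GRCh38 chromosome 6, 36676463 to 36687332), rose 1.54-fold with siALKBH5#1 (95% confidence interval 1.28 to 1.86, adjusted p = 0.0102) and 1.74-fold with siALKBH5#3 (1.44 to 2.11, adjusted p = 0.0012) by limma. TIMP3, a metalloproteinase inhibitor (chromosome 22, 32801705 to 32863041), rose 1.71-fold (1.43 to 2.06, adjusted p = 0.00226) and 1.53-fold (1.28 to 1.84, adjusted p = 0.00459), from an intensity of 14053 ± 669 in siControl (SD, n = 3). E2F1 rose 2.33-fold and 3.08-fold, the scaffold protein AKAP12 1.61-fold and 2.12-fold, and the BH3-only protein PMAIP1 1.68-fold and 2.08-fold. The DNA damage response gene GADD45A rose 2.31-fold with siALKBH5#3 and 1.52-fold with siALKBH5#1, the latter lost without siALKBH5#1 replicate 1 or 3 or siControl replicate 2 (adjusted p = 0.0628 to 0.0665). AGR2 was 3.70-fold and 3.39-fold lower, the cyclin CCNG2 2.13-fold and 3.07-fold lower, and caspase CASP14 4.14-fold and 4.61-fold lower, from a siControl mean of 90.7 ± 38.3 (SD, n = 3). That mean already lay below the median intensity of every array (102.67 to 105.175), so the CASP14 folds were set against dim values. ELF3 was 2.01-fold lower with siALKBH5#1 and 1.52-fold lower with siALKBH5#3, the latter lost without any of the 3 siALKBH5#3 replicates or without siControl replicate 1 or 3 (adjusted p = 0.0503 to 0.101). As a list the 10 genes did not pass camera (adjusted p = 0.496 and 0.237). Their median was 0.62 and 0.71 and their mean -0.14 and 0.02, so that with siALKBH5#1 the mean was below 0 while the median and the test were above it.

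Further lists bore on cell cycle arrest and cell death, and those of p53 targets, G1 cyclins with CDK inhibitors, apoptosis inducers and apoptosis inhibitors did not pass camera with either siRNA. With fry, which does not compare a list with other genes, apoptosis inducers passed downward with siALKBH5#1 and siALKBH5#3 (adjusted p = 0.00139 and 0.00186). By fry, p53 targets (adjusted p = 0.0149) and G1/S genes (adjusted p = 0.00186) passed upward with siALKBH5#3. The study tested other gene sets on these arrays by another method. It reported hallmark sets of the p53 pathway, apoptosis, the G2/M checkpoint and hypoxia as enriched with both siRNAs. The p53 and G2/M sets, and a set of MYC targets, were enriched among upregulated genes. Sets of epithelial-mesenchymal transition, NF-kB signalling and the unfolded protein response were also common to both. Here the G2/M list was instead lower with siALKBH5#3 (median -0.27, not passing with an estimated correlation) and did not pass with siALKBH5#1. The HIF list was lower with siALKBH5#3 (median -0.22). By flow cytometry the study also found more PC9 cells in G1 and more apoptotic cells after knockdown. Of 26 p53 targets, 7 rose and 2 fell with siALKBH5#1 (median 0.02, adjusted p = 0.396) and 6 rose and 2 fell with siALKBH5#3 (median 0.08, adjusted p = 0.306). When adjusted over the list alone, 13 and 9 passed. AEN, an exonuclease of the p53 response, rose with both (0.70 ± 0.14 and 0.99 ± 0.14, log2 ± SE, n = 3), while TP53INP1 fell with both. Of 17 G1 cyclins, CDK inhibitors and pocket proteins, 2 rose and 1 fell with siALKBH5#1 (median 0.06, adjusted p = 0.908) and 3 rose and 3 fell with siALKBH5#3 (median -0.14, adjusted p = 0.407). The counts were 3 and 8 when adjusted over the list alone. Cyclin D3 CCND3 rose with both (1.03 ± 0.12 and 0.97 ± 0.12). CDKN2A, which encodes p16, fell with siALKBH5#3 (-1.61 ± 0.16) but stood at 0.22 ± 0.16 with siALKBH5#1, a difference of -1.83 ± 0.16 (adjusted p = 9.06e-06). Of 23 apoptosis inducers, 1 rose and 4 fell with siALKBH5#1 (median -0.03, adjusted p = 0.299) and 3 rose and 4 fell with siALKBH5#3 (median -0.07, adjusted p = 0.448). Adjusted over the list alone, 9 and 7 passed. The apoptosome protein APAF1 fell with both (-0.91 ± 0.14 and -1.58 ± 0.14), as TNFSF10 did. The death receptor TNFRSF10B rose with siALKBH5#3 (0.80 ± 0.15) and stood at -0.28 ± 0.15 with siALKBH5#1. Of 9 apoptosis inhibitors, 1 rose and 1 fell with siALKBH5#1 (3 when adjusted over the list alone; median -0.07 although the mean of 0.07 and the test were upward, adjusted p = 0.908). With siALKBH5#3 (median 0.10, adjusted p = 0.3) limma called 0 over all clusters or over the list alone, 2 at an unadjusted p of 0.05 and 2 with an intensity trend and robust prior, and the methods' t-test called 0. BCL2L1 rose with siALKBH5#1 (1.03 ± 0.19). G1/S genes, which passed with siALKBH5#1, did not pass with siALKBH5#3 (9 up, 2 down, 12 when adjusted over the list alone with 10 up and 2 down, median 0.12, adjusted p = 0.0872, and 0.0401 without siControl replicate 3), although CDC25A (1.31 ± 0.13) and CCNE2 (1.00 ± 0.18) rose.

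The remaining m6A machinery was then examined. VIRMA, a scaffold of the methyltransferase complex, was 2.12-fold lower with siALKBH5#1 (95% confidence interval 1.65 to 2.72, n = 3, limma adjusted p = 0.00198) and stood at 1.07-fold with siALKBH5#3, a difference of 1.18 ± 0.16 (log2 ± SE, adjusted p = 0.000356). The RNA-binding protein FMR1 fell by 0.77 with siALKBH5#1 (adjusted p = 0.00296) and stood at 0.17 ± 0.13 with siALKBH5#3, a difference of 0.94 ± 0.13 (adjusted p = 0.000264). No call was made with either siRNA for the catalytic methyltransferase METTL3 (-0.17 ± 0.14 and -0.11 ± 0.14), its partner METTL14 (-0.33 ± 0.19 and -0.17 ± 0.19), WTAP (0.18 ± 0.13 and 0.33 ± 0.13), the demethylase FTO (-0.31 ± 0.13 and -0.37 ± 0.13), or the readers IGF2BP1 (0.13 ± 0.12 and 0.17 ± 0.12) and IGF2BP3 (0.02 ± 0.12 and 0.11 ± 0.12). Of 11 writers, 1 fell and none rose with siALKBH5#1 (median -0.08, adjusted p = 0.562), with 2 passing when adjusted over the list alone, 1 up and 1 down. With siALKBH5#3, 2 writers rose and none fell, and 2 when adjusted over the list alone (median 0.09, adjusted p = 0.172). The list of readers and other erasers held 16 genes, of which YTHDF2, YTHDC2, ALKBH3 and RBMX were not matched to a cluster here. The study gives array values for YTHDF2, YTHDC2 and ALKBH3. Of the 12 measured, 1 fell and none rose with siALKBH5#1 (1 when adjusted over the list alone). Their median was 0.02, although the mean of -0.03 and the test were downward (adjusted p = 0.899). With siALKBH5#3, 3 of them rose and 1 fell (5 when adjusted over the list alone, 3 up and 2 down; median 0.17, adjusted p = 0.404). Each of these 6 calls with siALKBH5#3 was lost without single arrays. METTL16 (0.66 ± 0.18) lost it without siALKBH5#3 replicate 1 or 3 or siControl replicate 1 or 2 (adjusted p = 0.0531 to 0.118), RBM15 (0.46 ± 0.13) without siALKBH5#3 replicate 3 or siControl replicate 1 or 3 (0.056 to 0.109), and HNRNPC (-0.37 ± 0.11) without any siALKBH5#3 or siControl replicate (0.0563 to 0.0961). YTHDC1 (0.54 ± 0.16) passed only without siALKBH5#1 replicate 3 or siControl replicate 2 (0.0504 to 0.13 without the others), YTHDF1 (0.41 ± 0.12) only without siALKBH5#3 replicate 1 or siControl replicate 3 (0.0523 to 0.124), and IGF2BP2 (0.44 ± 0.13) only without siALKBH5#1 replicate 2, siALKBH5#3 replicate 1 or siControl replicate 1 (0.0514 to 0.13).

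Whether the siRNAs differed was tested directly by comparing siALKBH5#3 with siALKBH5#1. VTCN1 was 26.3-fold higher with siALKBH5#3 (95% confidence interval 19.3 to 35.9, n = 3 arrays in each group), TFPI2 11.9-fold, IGFBP5, an insulin-like growth factor binding protein, 9.26-fold (6.34 to 13.5), FN1 8.78-fold, OLR1 8.78-fold and DDAH1 8.66-fold higher. F2RL2 was 21.6-fold lower (14.7 to 31.9), the vitamin B12 binding protein TCN1 19.9-fold lower (15.3 to 26.02), the adhesion molecule CEACAM5 11.06-fold lower, COL8A1 8.86-fold lower, the sodium-coupled inositol transporter SLC5A11 8.47-fold lower and the lipase ABHD3 8.29-fold lower. For VTCN1, TFPI2 and DDAH1 the siControl mean lay between the siRNA groups, as it did for F2RL2, TCN1, CEACAM5, SLC5A11 and ABHD3. By limma, 4097 clusters (19.1%) passed, 2048 higher and 2049 lower with siALKBH5#3, and 2687 of them (1351 and 1336) differed more than 1.5-fold. Of the clusters called against siControl with siALKBH5#1 but not siALKBH5#3, 712 differed between the siRNAs, and of those called with siALKBH5#3 but not siALKBH5#1, 1741 did.

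Of the 27 lists, 10 differed between the siRNAs by camera. Cholesterol synthesis genes were lower with siALKBH5#3 in 19 of 21 and higher in none (19 when adjusted over the list alone, median -1.35, adjusted p = 2.18e-19, and 0.00504 with an estimated correlation). NRF2 targets were lower in 15 of 20 and higher in none (17 when adjusted over the list alone, median -0.94, adjusted p = 3.46e-14, and 0.0165 with an estimated correlation). AKR1B10 (-2.55 ± 0.14, log2 ± SE, n = 3) and HSD17B7 (-2.44 ± 0.14) differed most in these lists. Mesenchymal genes were higher in 13 of 26 and lower in 3 (17 when adjusted over the list alone, 14 up and 3 down; median 0.44, adjusted p = 4.47e-05, and 0.0277 with an estimated correlation). Thrombospondin THBS1 (2.50 ± 0.12) and CCN1 (2.05 ± 0.13) were among the higher members. ATF4 targets were higher in 17 of 39 and lower in 4 (25 when adjusted over the list alone, 20 up and 5 down; median 0.39, adjusted p = 0.000429, and adjusted p = 0.244 with an estimated correlation). NUPR1 (2.45 ± 0.13) and VLDLR (2.07 ± 0.14) were furthest up. Epithelial genes were higher in 11 of 27 and lower in 1 (12 when adjusted over the list alone, 11 up and 1 down; median 0.19, adjusted p = 0.0025, and adjusted p = 0.052 with an estimated correlation), including E-cadherin CDH1 (1.16 ± 0.18).

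The other 5 lists that differed lost their call with an estimated correlation. ERK pathway genes were lower with siALKBH5#3 in 8 of 18 and higher in 2 (10 when adjusted over the list alone, median -0.29, adjusted p = 0.01, and adjusted p = 0.244 with an estimated correlation). DUSP6 differed by -2.63 ± 0.15 (log2 ± SE, n = 3) and SPRY4 by -1.25 ± 0.13. NF-kB targets and inflammatory cytokines were higher in 9 of 21 and lower in 2 (12 when adjusted over the list alone, 9 up and 3 down; median 0.22, adjusted p = 0.0114, and adjusted p = 0.151 with an estimated correlation). TRAF1 (2.44 ± 0.24), IL6 (2.08 ± 0.20) and ICAM1 (1.75 ± 0.12) were higher and IL1B (-1.76 ± 0.15) was lower. G2/M genes were lower in 10 of 40 and higher in 2 (14 when adjusted over the list alone, 2 up and 12 down; median -0.21, adjusted p = 0.0114, and adjusted p = 0.343 with an estimated correlation), PTTG1 among the lower and GTSE1 among the higher (0.74 ± 0.14). G1/S genes were lower in 7 of 43 and higher in 3 (17 when adjusted over the list alone, 4 up and 13 down; median -0.26, adjusted p = 0.0371, and adjusted p = 0.243 with an estimated correlation), with CHAF1B at -1.72 ± 0.17. HIF targets were lower in 11 of 31 and higher in 5 (16 when adjusted over the list alone, 5 up and 11 down; median -0.17, adjusted p = 0.0443, and adjusted p = 0.153 with an estimated correlation), with CA12 at -2.65 ± 0.19. The G1/S list did not pass without siALKBH5#1 replicate 1 or 3 or siALKBH5#3 replicate 1 or 2 (adjusted p = 0.0503 to 0.0565). The HIF list did not pass without siALKBH5#1 replicate 1 or 3, siALKBH5#3 replicate 2 or siControl replicate 2 or 3 (adjusted p = 0.0506 to 0.0565).

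**Figure D4:**
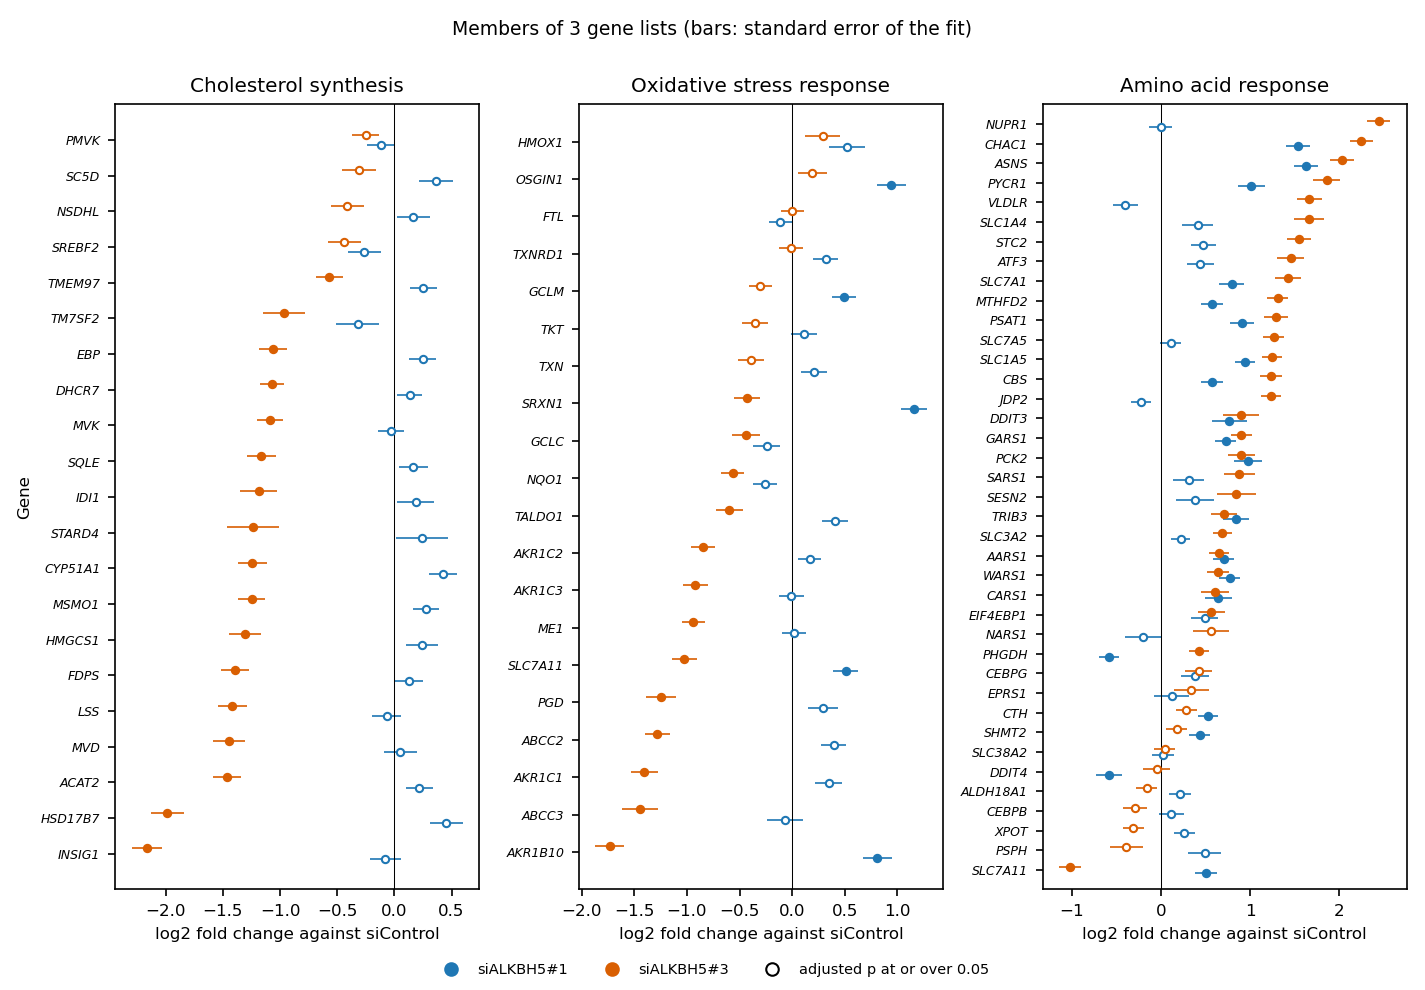
Log2 fold change against siControl of each measured member of the cholesterol synthesis, oxidative stress response and amino acid response lists, with siALKBH5#1 in blue, siALKBH5#3 in orange, bars at 1 standard error of the fit and open circles where the adjusted p was 0.05 or more. INSIG1 lies at -2.16 with siALKBH5#3 and at -0.08 with siALKBH5#1, and AKR1B10 lies at -1.74 and 0.81.

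The remaining results of the lists did not pass camera. ERK pathway genes showed 4 up and 3 down with siALKBH5#3 (11 when adjusted over the list alone, median -0.12, adjusted p = 0.746). EPHA4 rose by 1.77 ± 0.14 (log2 ± SE, n = 3). For 26 mesenchymal genes with siALKBH5#1, 4 rose and 5 fell (10 when adjusted over the list alone, 5 up and 5 down). The median was -0.01 while the mean of 0.09 and the test were upward, and the adjusted p was 0.899. For 27 epithelial genes with siALKBH5#3, 5 rose and 4 fell (10 when adjusted over the list alone, 6 up and 4 down). The median of -0.04 and the mean of -0.01 were below 0 while the test was upward (adjusted p = 0.824). Of 21 NF-kB targets, 2 rose and 6 fell with siALKBH5#1 (13 when adjusted over the list alone, 4 up and 9 down; median -0.13, adjusted p = 0.104, and 0.0308 without siALKBH5#1 replicate 3), including the inhibitor NFKBIA (-0.99 ± 0.13). With siALKBH5#3, 4 NF-kB targets rose and 2 fell (6 when adjusted over the list alone, median 0.18, adjusted p = 0.172), including TRAF1 (2.32 ± 0.24). Of 25 squamous differentiation genes, 2 rose and 3 fell with siALKBH5#1 (8 when adjusted over the list alone, 4 up and 4 down; median 0.02 although the mean of -0.02 and the test were downward, adjusted p = 0.926). With siALKBH5#3, 6 squamous genes rose and 2 fell (10 when adjusted over the list alone, 8 up and 2 down; median 0.26, adjusted p = 0.0569, and 0.0428 without siALKBH5#3 replicate 2). PI3 was up in both (2.55 ± 0.13 and 1.02 ± 0.13) and NCCRP1 down in both (-1.95 ± 0.13 and -0.81 ± 0.13). Interferon response genes with siALKBH5#3 had 1 up and 7 down (8 when adjusted over the list alone), a median of -0.21 and an adjusted p of 0.0504. That list passed in 7 of 15 alternatives, namely without siALKBH5#1 replicate 1 or 3, siALKBH5#3 replicate 2 or siControl replicate 3 (adjusted p = 0.014 to 0.0489), without dim clusters (0.0185), with the replicate block (0.0362) and with fry (0.00462), but not with an estimated correlation (adjusted p = 0.237), and the siRNAs did not differ in it by the test (adjusted p = 0.988). Of 21 endoplasmic reticulum chaperones, targets of ATF6 and XBP1, 1 rose and 1 fell with siALKBH5#1 (2 when adjusted over the list alone, median -0.04, adjusted p = 0.562). With siALKBH5#3, 2 chaperones rose and none fell (2 when adjusted over the list alone, median 0.10, adjusted p = 0.3), SEL1L among them (0.67 ± 0.13). Of 23 alveolar and airway lineage genes, 2 fell with siALKBH5#1 (2 when adjusted over the list alone, median -0.17, adjusted p = 0.171). With siALKBH5#3, 3 lineage genes fell (3 when adjusted over the list alone, median -0.10, adjusted p = 0.172), AGR2 and CXCL17 (-1.13 ± 0.15 and -0.76 ± 0.15) in both.

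Lists of reference genes and of other cell types served as controls. Of 16 reference genes, 1 rose and 1 fell with siALKBH5#1 (3 when adjusted over the list alone, median 0.03, adjusted p = 0.496). With siALKBH5#3, 1 reference gene fell (1 when adjusted over the list alone, median -0.01, adjusted p = 0.981), this being the glycolytic enzyme PGK1 (-0.65 ± 0.11, log2 ± SE, n = 3), while GAPDH stood at 0.03 ± 0.10 and -0.02 ± 0.10. Of 22 cytosolic ribosomal proteins limma called 0 with either siRNA, over all clusters or over the list alone, with medians of 0.03 and -0.07 (adjusted p = 0.495 and 0.325). At an unadjusted p of 0.05 it called 2 and 1, with an intensity trend and robust prior 2 and 4, and the methods' t-test called 0 in both. Of 12 immune cell markers, 1 rose and 2 fell with siALKBH5#1 (4 when adjusted over the list alone, 1 up and 3 down; median -0.20, adjusted p = 0.299). CD68, a lysosomal protein that many cell types make, rose with siALKBH5#1 (0.68 ± 0.12). With siALKBH5#3 (median -0.09, adjusted p = 0.448) limma called 0 of the 12 over all clusters or over the list alone, 3 at an unadjusted p of 0.05 and 1 with an intensity trend and robust prior, and the methods' t-test called 0. Of 9 fibroblast markers limma called 0 with siALKBH5#1 over all clusters, over the list alone or with an intensity trend and robust prior, and 1 at an unadjusted p of 0.05, and the methods' t-test called 0 (median -0.03, adjusted p = 0.706). In that list 1 fell with siALKBH5#3 (1 when adjusted over the list alone, median -0.13, adjusted p = 0.325), this being ACTA2 (-0.78 ± 0.19), lost without siControl replicate 1 (adjusted p = 0.055). Endothelial markers did not pass with siALKBH5#3 (1 down, 1 when adjusted over the list alone, median -0.10, adjusted p = 0.448), and that 1 was again PECAM1 (-0.88 ± 0.15). With siALKBH5#1 this control list did pass camera (median -0.25, adjusted p = 0.0294, and adjusted p = 0.13 with an estimated correlation). The control lists were therefore not all without a call.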

Values the study reported

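The study defined differentially expressed genes by a fold change above 1.5 or below 0.67 with P < 0.01. With siALKBH5#1 it reported 697 such genes, 392 of them upregulated and 305 downregulated. With siALKBH5#3 it reported 1394, of which 803 were upregulated and 591 downregulated. It reported that 82 upregulated and 47 downregulated genes were common to both siRNAs.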

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

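Of the tests below, those of a graded response, of the scaling and of the siRNA sequence for the clusters that differed, those of a graded response and of LXR targets for cholesterol synthesis, and those of the control arrays and of a broad rise with siALKBH5#1 for the amino acid response were chosen only after the result was seen, and that of a broad rise with siALKBH5#3 used lists added after the data had been examined, though before the medians of those lists were computed.

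The siRNA groups, which share a target, were tested against each other, and 4097 of 21448 clusters differed by limma; 228 clusters were called against siControl in opposite directions. A graded response to the depth of knockdown was argued against as the whole cause, since only 20.33% of the differing clusters (833) moved the same way with both siRNAs and further with siALKBH5#3, and 70.9% had opposite signs. Whatever the sign, 62.78% lay further from siControl with siALKBH5#3. Differences of scale left between the arrays were argued against as well, since 4106 clusters differed after each array was centred and 4113 after a further quantile normalization. The array medians already lay within 0.0348 of each other (log2), so these steps could change little. An effect of the first normalization was not tested. An effect of a single siRNA sequence on other transcripts stays open as a candidate explanation: 45.37% of the clusters called with one siRNA only and differing from the other had fallen (44.4% for siALKBH5#1 and 45.8% for siALKBH5#3), but secondary changes go both ways and the siRNA sequences were not used here, so direct and secondary effects cannot be told apart. For the 10 possible splits of 6 arrays, too few for a share under 0.05, only 1 split gave as many clusters in each comparison, the real one, with 1731, 3381 and 4097 clusters against 0 in the highest of the others. Those other splits mixed arrays of different groups, which adds the group differences to the spread and lowers their counts. The 0 is therefore no measure of how many calls arise by chance.

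Cholesterol synthesis genes, at -1.19 with siALKBH5#3 and 0.17 with siALKBH5#1, gave the largest difference between the siRNAs in median of the 27 lists, -1.35. A bias that depends on signal level was argued against, since 0 of 10000 random lists matched on level had a median as low (the lowest was -0.45), and the median was -1.19 after centring. A response graded by the depth of knockdown was argued against by the median of 0.167 with siALKBH5#1 (0.12 to 0.19 with 1 array left out), although a response that starts only below some ALKBH5 level was not tested. Sterol excess sensed through LXR was argued against, since the median of 6 LXR targets was -0.6961 with siALKBH5#3 (-0.82 to -0.60 with 1 array left out, and -0.62 without SREBF1 and MYLIP). A biological effect of ALKBH5 loss and an effect of the siALKBH5#3 sequence alone both remain open, and the latter was not tested.

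Amino acid response genes were higher with both siRNAs and further with siALKBH5#3, by a difference in median of 0.39, but with an estimated correlation neither the rise with siALKBH5#1 (adjusted p = 0.113) nor the difference (adjusted p = 0.244) passed. Low values in 1 or 2 of the shared control arrays were argued against, since the list mean of the lowest siRNA array lay 0.3177 above that of the highest control array, against a range of 0.06 over the control arrays. The choice of members after reading the study was argued against as the whole cause: without the 11 members seen there, the 28 others gave a camera p of 0.000363 with siALKBH5#1 (p = 0.0645 with an estimated correlation) and 1.776e-09 with siALKBH5#3 (p = 0.00881). This covers the choice of members only. The list itself was also fixed after the study had been read, and the effect of choosing that list was not tested. A rise of all biosynthesis genes alike was argued against for siALKBH5#3, where the higher of the medians of mitochondrial aminoacyl-tRNA synthetases and proteasome subunits was 0.03481, but ribosome biogenesis genes and cytosolic synthetases had medians of 0.36 and 0.31 there, so a rise of part of them stays open, as does a broad rise with siALKBH5#1, where the higher of both medians was 0.3644 (0.20 for the synthetases) against a list median of 0.48. Low values in all 3 control arrays together stay open too, since only the comparison between the siRNAs, with its median of 0.3928, uses no control array, so that an effect of ALKBH5 loss on these genes is a hypothesis.

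For the list counts the 10 splits of 6 arrays are again too few for a share under 0.05: with siALKBH5#1, siALKBH5#3 and between the siRNAs, 8, 7 and 10 lists passed, the highest other splits gave 4, 6 and 4, and 1 split, the real one, reached the real value in each. For the 491 shared clusters, 2 of 100 regroupings of the 9 arrays gave as many, the real one and one that kept the 3 groups whole with siALKBH5#3 as the common reference, which gave 2028 and so followed the same groups. Regroupings that mixed the groups gave at most 20. Mixing adds the differences between the groups to the spread within them, which lowers the count. The regroupings thus show that the 3 groups differ, and not how far the shared controls raised the overlap.

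The remaining flags were differences between the effects of the siRNAs by the limma or camera test of the difference, given as siALKBH5#3 minus siALKBH5#1 on the log2 scale. Beside the lists above, 8 lists differed in median: oxidative stress response by -0.94, ERK pathway feedback and targets by -0.29, G1/S and DNA replication by -0.26, G2/M and mitosis by -0.21, hypoxia and glycolysis by -0.17, epithelial by 0.19, NF-kB targets by 0.22 and mesenchymal by 0.44. With an estimated correlation the oxidative stress and mesenchymal lists passed, and the calls of ERK (adjusted p = 0.244), G1/S (adjusted p = 0.243), G2/M (adjusted p = 0.343), hypoxia (adjusted p = 0.153), epithelial (adjusted p = 0.052) and NF-kB (adjusted p = 0.151) genes were lost. The G1/S list did not pass without siALKBH5#1 replicate 1 or 3 or siALKBH5#3 replicate 1 or 2 (adjusted p = 0.0503 to 0.0565), nor the hypoxia list without siALKBH5#1 replicate 1 or 3, siALKBH5#3 replicate 2 or siControl replicate 2 or 3 (0.0506 to 0.0565).

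Among named genes, 21 were called in opposite directions. Those higher with siALKBH5#3 than with siALKBH5#1 were VTCN1 (4.72), TFPI2 (3.57), DDAH1 (3.11), THBS1 (2.50), the actin-binding protein TAGLN (2.08), IL6 (2.08), CCN1 (2.05), the secreted hormone STC1 (1.36) and the antiprotease SLPI (1.26). Those lower were F2RL2 (-4.43), TCN1 (-4.32), CEACAM5 (-3.47), SLC5A11 (-3.08), ABHD3 (-3.05), the carbonic anhydrase CA12 (-2.65), DUSP6 (-2.63), AKR1B10 (-2.55), the chromatin assembly subunit CHAF1B (-1.72), SRXN1 (-1.59), SLC7A11 (-1.53) and PHLDA1 (-1.26). These differences held with each array left out, but 7 of the genes lost their call against siControl on one side. With siALKBH5#1, CHAF1B lost it without siALKBH5#1 replicate 1 or 2 or siControl replicate 2 or 3 (adjusted p = 0.0837 to 0.112), SLC7A11 without any siALKBH5#1 replicate or siControl replicate 1 or 2 (0.0551 to 0.0785), IL6 without siALKBH5#1 replicate 2 or 3, siALKBH5#3 replicate 2 or any siControl replicate (0.052 to 0.138), and PHLDA1 without any siALKBH5#1 or siControl replicate or siALKBH5#3 replicate 2 (0.0624 to 0.125). With siALKBH5#3, SRXN1 lost it without siALKBH5#3 replicate 2 or 3 or siControl replicate 2 or 3 (0.0775 to 0.108), STC1 without siALKBH5#3 replicate 1 or 2 or any siControl replicate (0.0504 to 0.0825), and SLPI without siALKBH5#3 replicate 1 or 3 (0.0524 to 0.0563).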

How the results depend on the processing

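All alternatives were planned and none of the named genes or lists reversed its direction while called. For siALKBH5#1 against siControl, 1731 clusters became 2604 with an intensity trend and robust prior, 707 with the methods' t-test at its p and fold limits and 324 with its Benjamini-Hochberg adjusted p under 0.05 and no fold limit, and 1037 (without siALKBH5#1 replicate 2) to 1723 with 1 array left out (1138 without siALKBH5#1 replicate 1 and 1051 without replicate 3). For siALKBH5#3 against siControl, 3381 became 1425 with the methods' t-test, 1302 by its adjusted p alone, 2099 with a fold above 1.5 and 2320 to 3235 with 1 array left out. For siALKBH5#3 against siALKBH5#1, 4097 became 2040, 2672, 2687 and 3110 to 4284 in the same order. The 491 shared clusters became 767 with the trend and robust prior, 133 with the methods' t-test, 67 by its adjusted p alone, 242 with a fold above 1.5 and 275 (without siALKBH5#1 replicate 3) to 555 with 1 array left out (315 and 309 without siALKBH5#1 replicate 1 and 2, 298 without siALKBH5#3 replicate 2). The methods' t-test uses 6 arrays and no shared spread, and a fold limit removes calls by construction, so the counts by its adjusted p alone, which drop that limit and use another p threshold, can be higher or lower than those at its own limits; the cause of the other shifts was not tested. With an estimated correlation 2, 6 and 3 lists passed in place of 8, 7 and 10, and with fry, which does not compare a list with other genes, 13, 17 and 20. With 1 array left out 6 to 9, 7 to 9 and 8 to 11 lists passed.

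Centring gave 1707, 3366 and 4106 clusters and 484 shared, a further quantile normalization 1701, 3373 and 4113 and 467 shared, the filter on dim clusters 2187, 3854 and 4589 and 641 shared, and only 6 arrays 1198, 2854 and 4299. The share of calls that were higher was 50.7% and 51.5% after quantile normalization, against 55.9% and 55.3%. For the named genes 10237 values kept their side of the threshold and direction, 675 lost the call, 121 gained it and 91 uncalled values changed sign; for the lists these were 1124, 28, 37 and 26. The labels number the replicates alike in each group, but the 9 pairs of the same number had deviations correlated at -0.147 to 0.123, 1 of them over 0.1, against -0.176 to 0.172 for other pairs, and the best match had the same number in 4 of 18 cases, so the numbers do not pair the samples. With the replicate block 1430, 2994 and 3774 clusters were called and 387 shared, and 8, 8 and 10 lists passed.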

Other observations

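The lists in this part, their members and their tests were added after the data had been examined, and the genes named from them were chosen after their values were seen. Adjusted p in this part is adjusted over these 8 lists alone, and not over the 27 lists fixed earlier. Fatty acid synthesis genes, which SREBP1 drives, fell with siALKBH5#3, with 7 of 10 lower and none higher (8 when adjusted over the list alone; median -1.10, camera adjusted p = 1.64e-08, and 0.00463 with an estimated correlation). The desaturase SCD had a log2 fold change of -1.90, ACSS2, which makes acetyl-CoA from acetate, of -1.66, the elongase ELOVL6 of -1.42 and fatty acid synthase FASN of -1.17. With siALKBH5#1, 1 rose and 1 fell (median -0.05, adjusted p = 0.564), and the difference between the siRNAs had a median of -0.99 (adjusted p = 9.36e-07). Of 19 YAP and TEAD targets, 13 rose and 1 fell with siALKBH5#3 (16 when adjusted over the list alone, 15 up and 1 down; median 0.61, adjusted p = 1.64e-08, and 0.00463 with an estimated correlation), among them ANKRD1 (1.79), IGFBP3 (1.39), CCN1 (1.18) and the kinase LATS2 (1.17), while the receptor kinase AXL fell (-0.74). With siALKBH5#1, 2 rose and 5 fell (median -0.04, adjusted p = 0.133), and the siRNAs differed by a median of 0.60 (adjusted p = 6.17e-08).

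Proteasome subunits rose with siALKBH5#1, with 10 of 28 higher and 1 lower (23 when adjusted over the list alone, 22 up and 1 down; median 0.36, adjusted p = 5.36e-09, and 0.00479 with an estimated correlation). PSMD3 rose by 0.72 and PSMC4 by 0.70, whereas PSMD1 fell by 1.44. With siALKBH5#3 the median was -0.01, with 2 lower and none higher (adjusted p = 0.305), and the siRNAs differed by a median of -0.46 (adjusted p = 3.32e-08, and 0.00377 with an estimated correlation). Of 30 subunits of respiratory complex I, 8 fell and none rose with siALKBH5#3 (9 when adjusted over the list alone; median -0.27, adjusted p = 0.000156, and 0.0138 with an estimated correlation), and 2 rose and none fell with siALKBH5#1 (median 0.13, adjusted p = 0.0313, and adjusted p = 0.112 with an estimated correlation). The latter was lost without siALKBH5#1 replicate 1 or siControl replicate 3 (adjusted p = 0.0727 to 0.0811), and the siRNAs differed by a median of -0.42 (adjusted p = 7.2e-08, and 0.00377 with an estimated correlation). Of 6 LXR targets, 4 fell and none rose with siALKBH5#3 (median -0.70, adjusted p = 0.00127, and 0.0272 with an estimated correlation), and the siRNAs differed by -0.50 (adjusted p = 0.0092, and adjusted p = 0.0505 with an estimated correlation). Cytosolic aminoacyl-tRNA synthetases had 5 of 16 higher with siALKBH5#1 (median 0.10, adjusted p = 0.0211, and adjusted p = 0.147 with an estimated correlation) and 6 higher and 3 lower with siALKBH5#3 (median 0.31, adjusted p = 0.0229, and adjusted p = 0.176 with an estimated correlation). The list did not pass with siALKBH5#1 without siALKBH5#1 replicate 1 or siControl replicate 3 (adjusted p = 0.0727 to 0.0804) or with siALKBH5#3 without siControl replicate 3 (adjusted p = 0.0597). Mitochondrial synthetases had 2 of 15 higher with siALKBH5#1 (median 0.20, adjusted p = 0.018, and adjusted p = 0.0919 with an estimated correlation) and 1 lower with siALKBH5#3 (median 0.03, adjusted p = 0.738), and the difference between the siRNAs (adjusted p = 0.0407, and adjusted p = 0.0803 with an estimated correlation) was lost without siALKBH5#1 replicate 2 or siALKBH5#3 replicate 3 (adjusted p = 0.0676 to 0.0981). Lysosomal genes had 4 of 16 higher and 1 lower with siALKBH5#1 (median 0.21, adjusted p = 0.0397, and adjusted p = 0.147 with an estimated correlation) and 3 higher and 2 lower with siALKBH5#3 (median 0.08, adjusted p = 0.603). The call with siALKBH5#1 was lost without siALKBH5#1 replicate 1 or 3, siALKBH5#3 replicate 2 or siControl replicate 3 (adjusted p = 0.0508 to 0.173), and the siRNAs did not differ by the test (adjusted p = 0.472).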
